A study of Homo sapiens with 4 samples.

How the data were processed

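Polyadenylated RNA from Hs578T cells was sequenced from stranded mRNA libraries, per the labels' protocols. The samples fall into SCR (non-targeting control RNA) and siTLN1 (siRNA against TLN1), with 2 libraries each, and groups were taken from the sample titles. The authors deposited a table of raw counts per gene made with featureCounts 2.0.0 in paired-read mode, with no strand option and no option for reads that map to several places, on the GENCODE 33 annotation of GRCh38, per the file headers. The aligner is not stated there. Because no strand option was set although the libraries are stranded, reads from overlapping genes on opposite strands cannot be told apart by strand. Gene lengths, in bases of exon, are a further column of the deposited count table, in a unit other than counts. The authors also deposited a table of log2 CPM values for 16137 genes, whose making the labels do not describe. When checked, its gene set equalled the one kept by edgeR's filterByExpr, and 100% of its values, sorted within groups, equalled edgeR's TMM-scaled log2 CPM to 6 decimals.

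The 4 count columns name their group and carry numbers that match no label, so they were mapped to groups only. One number recurs in a column of each group (library a here) and another likewise (library b). What these numbers mark is not stated in the headers, and no test on the counts uses them as pairs. The log2 CPM columns carry the replicate numbers of the labels. No column of per-sample values was left unmapped, and 0 entries of the count table named no gene.

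Total counts per library were 31854322, 34794346, 36987264 and 46353297, and 99.9% of each lay in the tested genes. Counts of replicates differed by more than counting noise, so the number of libraries rather than depth limits precision for abundant genes. The biological coefficient of variation was 0.0805. Of 60721 genes in the table, 16137 passed filterByExpr (minimum count 10, minimum total count 15), and 16085 of these have a symbol. Library sizes were scaled by TMM. Groups were compared with edgeR 4.0.16 (R 4.3.3) by estimateDisp, glmQLFit (robust, current method rather than legacy) and glmQLFTest, with Benjamini-Hochberg adjustment over the tested genes and a threshold of 0.05. Standard errors of log2 fold changes follow from the quasi-likelihood fit. CPM values are TMM-scaled, and SDs are over the 2 libraries of a group.

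The test, filter, alternatives, gene lists and naming rule were chosen before the data were examined. The named genes are TLN1 and TLN2, then the 6 largest rises, the 6 largest falls and the 4 smallest remaining p values among genes with an adjusted p under 0.05, a mean of at least 5 CPM, a symbol and no overlap of libraries between groups. From each list, up to 2 genes with the smallest p among those past the threshold over the list alone were added. Of the genes this rule selects, 2 are not reported here. The 10 lists were written from general knowledge (cell-matrix adhesion parts, integrin subunits, extracellular matrix, cell-cell adhesion, YAP/TAZ targets, SRF/MRTF targets, interferon-stimulated genes, p53 targets, integrated stress response and cell cycle), and TLN1 is in none. They were tested with camera (limma 3.58.1, preset correlation 0.01), with fry and with camera at an estimated correlation.

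Alternatives were RLE scaling, total counts only, no filter on low counts, a mean of at least 10 counts, the legacy quasi-likelihood method, DESeq2 1.42.0, limma-voom, limma-trend on the deposited log2 CPM values, glmTreat against a 1.5-fold change, removal of each library's trend with gene length (span 0.3), list genes at 5 CPM or more, each library left out in turn, and a replicate block. A restriction to protein-coding genes that lack the word GACAACA was chosen after seeing the data. Genes of other types lie outside it whether or not they hold the word. DESeq2 gave no adjusted p for 3755 genes, which stayed out of its counts. The block had been planned without naming a table, and it was fitted with limma-trend on the deposited log2 CPM, the table whose columns carry the replicate numbers.

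Words of 7 bases were tested across 9526 protein-coding genes (mean of at least 5 CPM, 3′ UTR of at least 100 bases, TLN1 left out) with sequences of GENCODE 29, 1 transcript per gene with the longest coding sequence. This release differs from that of the counts, and a copy in another transcript of a gene is missed, so all annotated transcripts of each gene were searched as well. The rank-normalised log2 fold change, with region length, GC content and expression regressed out, was compared between genes with and without each of 16085 words held by at least 50 genes, and the gene labels were permuted 100 times. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for this step, and matplotlib 3.10.9 for figures.

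The procedures were tested on simulated data. Among 15836 simulated genes, edgeR recovered 200 of 200 genes changed 2-fold with 13 false calls, and it made 0 calls when none was changed. limma-trend recovered 200 with 15 false calls, and 200 with 10 false calls with the block. Removing a planted length trend lowered the correlation of log2 fold change with log length from 0.842 to 0.0236. Camera passed 1 of 10 simulated sets, the shifted one. Genes were drawn independently and no pair effect was planted in these count simulations. They therefore test neither the preset correlation on lists of correlated genes nor the block on paired libraries. In the word test a planted shift of −0.2 in 659 of 9526 genes ranked that word at 1.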

Results

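RNA abundance was measured by sequencing in Hs578T cells, an established line derived from a human breast carcinoma. The cells received GFP together with a non-targeting control RNA (SCR) or an siRNA directed at TLN1 (siTLN1), at 1.6 µM, and RNA was collected after 48 h. TLN1 encodes talin-1, an adaptor protein that links integrin receptors to the actin cytoskeleton. Each group held 2 libraries made as biological replicates. The total counts assigned to genes were 31854322 and 34794346 in the SCR libraries and 36987264 and 46353297 in the siTLN1 libraries. Across the 16137 genes tested, log2 CPM (counts scaled to library size) of the replicates correlated with a Pearson r of 0.994 in the SCR group and 0.995 in the siTLN1 group. These correlations are across genes, which are not independent replicates. The replicates of each group differed by more than counting noise, with a chi-square per degree of freedom of 13.7 for SCR and 18.5 for siTLN1. Repeated libraries of 1 RNA sample could exceed counting noise too, so these values cannot show that the samples were separate. All 4 libraries were treated as separate samples because they were made as biological replicates. With 2 libraries per group the smallest p an exact permutation test of a single value can reach is 0.333, so the p values come from models that share information on spread across genes.

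The first question was whether the target transcript was reduced in the libraries labelled siTLN1. TLN1 (ENSG00000137076.21; GRCh38, chromosome 9, 35696948 to 35732195, minus strand) had 27592 and 30425 raw counts in the SCR libraries against 1888 and 2104 in the siTLN1 libraries. After scaling, its abundance was 871 ± 3.95 CPM (SD, n = 2) in SCR and 48.3 ± 5.02 CPM (SD, n = 2) in siTLN1, which left 5.55% of the SCR mean. The fitted log2 fold change was −4.17 with a standard error of 0.11, and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave an adjusted p of 3.89e-13. The alternative that moved this value most left out siTLN1 library a, with a log2 fold change of −4.28. TLN2 (ENSG00000171914.16; chromosome 15, 62390526 to 62844631, plus strand) encodes the paralog talin-2. Its abundance was 71.4 ± 8.58 CPM (SD, n = 2) in SCR and 71.2 ± 7.66 CPM (SD, n = 2) in siTLN1. The log2 fold change of TLN2 was −0.0041 with a standard error of 0.11 (adjusted p 0.993 by the same test), smaller than the spread between replicates. With no filter on low counts its sign turned, at 0.0074. Its value ranged from −0.12 without SCR library b to 0.13 without SCR library a, and 5.23% of the exon bases of TLN2 are shared with genes on the opposite strand.

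The second comparison asked which other transcripts differed between the groups. Of 16137 genes tested, 980 (6.07%) had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 371 were higher and 609 (62.1%) were lower in siTLN1. The median size of the log2 fold change among changed genes was 0.55, and 116 genes changed at least 2-fold, of which 42 were higher and 74 were lower. The median log2 fold change over all tested genes was 0.0033. Among the fits without a term for the replicate number that covered every gene type, the count of changed genes moved most with the gene-length trend removed, to 1392 (977 of them among the 980), and without a filter on low counts, to 663 (661 of them among the 980). With the replicate number as a term, limma-trend gave 3645 changed genes, of which 1936 (53.1%) were lower, but no label states a shared preparation. Among the fits without that term that covered every gene type, the count of genes changed at least 2-fold ran from 61 with DESeq2 to 146 with total counts only. It was 176 with the term, and 40 when the test itself required a change of more than 1.5-fold.

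**Figure D1:**
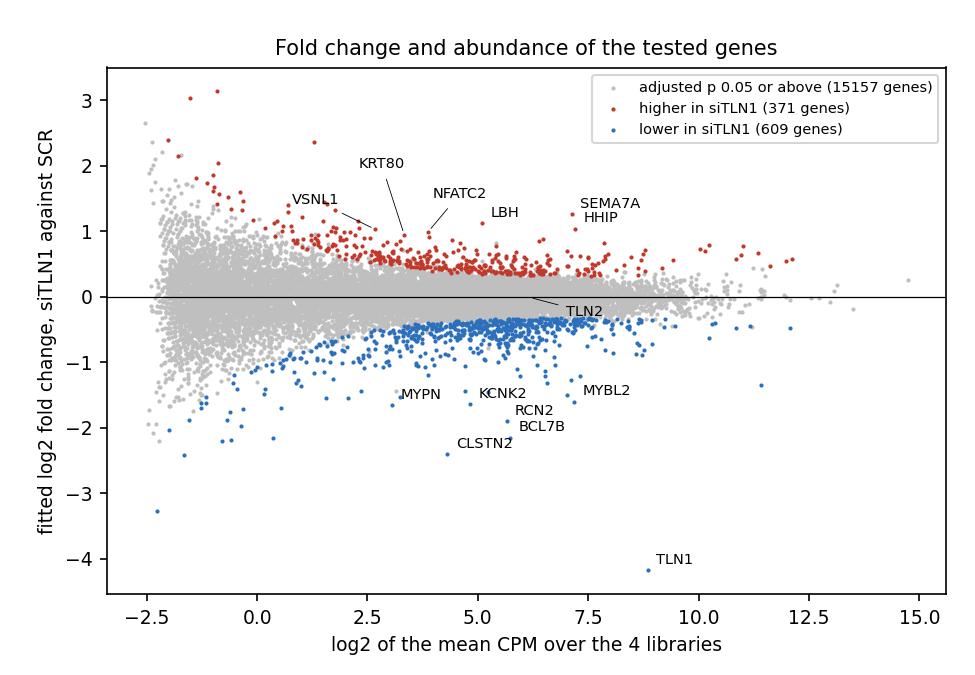
Each point is 1 of the 16137 tested genes, with log2 of its mean CPM over the 4 libraries on the horizontal axis and its fitted log2 fold change (siTLN1 against SCR) on the vertical axis. The 371 higher genes are red, the 609 lower genes are blue, and TLN1 lies apart at −4.17.

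Among genes at a mean of 5 CPM or more whose libraries did not overlap between groups, the 6 with the largest rises were SEMA7A, LBH, HHIP, VSNL1, NFATC2 and KRT80, with log2 fold changes from 0.95 for KRT80 to 1.26 for SEMA7A. SEMA7A (ENSG00000138623.10; chromosome 15, 74409289 to 74433958, minus strand) rose from 82.9 ± 13.2 CPM (SD, n = 2) to 199 ± 4.76 CPM (SD, n = 2), with a standard error of 0.11 on its log2 fold change and an adjusted p of 4.81e-06. LBH (ENSG00000213626.13; chromosome 2, 30231534 to 30323730, plus strand) rose from 21.5 ± 0.665 CPM (SD, n = 2) to 46.9 ± 2.59 CPM (SD, n = 2), a log2 fold change of 1.13 with an adjusted p of 4.81e-06. The 6 largest falls were those of CLSTN2, BCL7B, RCN2, MYPN, KCNK2 and MYBL2. CLSTN2 (ENSG00000158258.16; chromosome 3, 139935185 to 140577397, plus strand) went from 33.5 ± 4.17 CPM (SD, n = 2) to 6.27 ± 1.67 CPM (SD, n = 2), with a log2 fold change of −2.40, a standard error of 0.16 and an adjusted p of 4.15e-06. BCL7B (ENSG00000106635.8; chromosome 7, 73536356 to 73557690, minus strand) went from 87.2 ± 1.74 CPM (SD, n = 2) to a mean of 19.6 CPM with 19.6 CPM in each siTLN1 library, a log2 fold change of −2.15 with an adjusted p of 9.07e-10. RCN2 (ENSG00000117906.14; chromosome 15, 76931738 to 76954393, plus strand) went from 79.3 ± 0.405 CPM (SD, n = 2) to 21.3 ± 0.0122 CPM (SD, n = 2), a log2 fold change of −1.90 with an adjusted p of 3.89e-09. The log2 fold changes of MYPN, KCNK2 and MYBL2 were −1.66, −1.64 and −1.60. The next 4 genes by p value were PMP22 (−1.32), EPAS1 (−1.50), SEC23A (−1.20) and CCNYL1 (−1.46), given as log2 fold changes, with adjusted p from 4.69e-07 for PMP22 to 1.97e-06 for CCNYL1.

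Sequence and counting features set limits on these genes. The 7-base word GACAACA, whose presence in 3′ UTRs went with lower fold changes across genes (z of −18.1), occurs in the 3′ UTR of CLSTN2 (5 copies), RCN2, KCNK2, PMP22, EPAS1, SEC23A, CCNYL1 and VSNL1. MYPN (1 copy) and MYBL2 (2 copies) hold it in coding sequence only, and CCNYL1 holds 1 copy there as well. The transcript chosen for each of BCL7B, SEMA7A, LBH, HHIP, NFATC2 and KRT80 lacks it in both regions, but 5 of 14 annotated transcripts of BCL7B and 1 of 8 of HHIP hold it, and the 3′ UTRs of the chosen transcripts of BCL7B and LBH are short (156 and 139 bases). The counting used no strand option, and the share of exon bases that also lie in exons of a gene on the opposite strand was 12% for CCNYL1, 8.68% for PMP22, 7.47% for HHIP and 3.74% for SEC23A. The share of their reads that falls in these overlaps was not measured, so the counts of these 4 genes are uncertain.

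**Figure D2:**
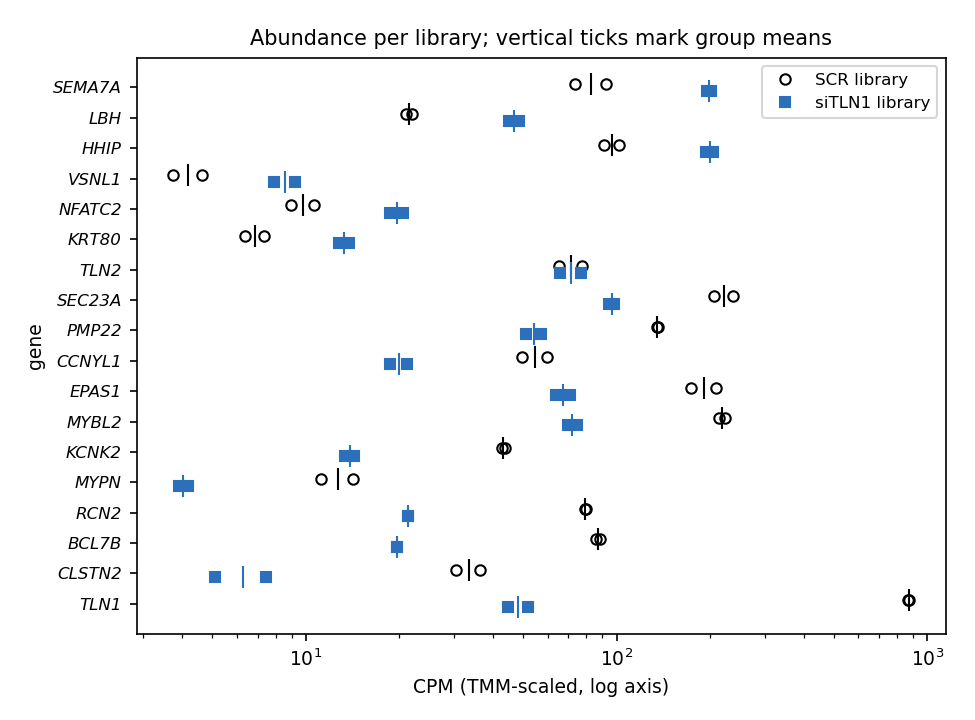
Abundance in CPM (log axis) of TLN1, TLN2, the 6 largest rises, the 6 largest falls and the 4 next smallest p values, with open circles for SCR libraries, filled squares for siTLN1 libraries and ticks for group means of 2 libraries. For every gene shown except TLN2, the siTLN1 libraries lie on one side of the SCR libraries.

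The third comparison asked whether transcripts of adhesion components and of pathways downstream of adhesion or transfection moved as groups. It used 10 lists holding 436 genes, of which 402 were tested. At the preset correlation of 0.01, camera with Benjamini-Hochberg adjustment over the 10 lists passed the integrated stress response list alone. Its median log2 fold change was −0.12, with 33 of 39 genes lower and an adjusted p of 0.0301. This call was lost under fry (adjusted p 0.742) and with the correlation estimated from the data (adjusted p 0.809, estimated correlation 0.602). The adjusted p of this list ranged from 0.000606 to 0.809 over all alternatives. Both fits with the replicate number as a term passed the list, although no label states that equal numbers mark a shared preparation. The list's median was 0.020 without SCR library b and −0.020 without siTLN1 library a. It was −0.26 without SCR library a and −0.25 without siTLN1 library b. The list's median deviation was −0.074 in SCR library a against −0.19 in siTLN1 library a, and 0.18 in SCR library b against 0.034 in siTLN1 library b. The interferon-stimulated list had a median of −0.16, with 36 of 46 genes lower and an adjusted p of 0.0566, which ranged from 0.000606 to 0.813 over the alternatives. Its median was 0.061 without SCR library b and −0.0047 without siTLN1 library a. It was −0.38 without SCR library a and −0.40 without siTLN1 library b. Its median deviation was −0.12 against −0.26 in the a libraries and 0.31 against 0.093 in the b libraries (SCR against siTLN1). Some alternatives passed this list, such as total counts only (adjusted p 0.0413).

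The other 8 list medians did not pass camera's threshold. They were −0.056 for cell-matrix adhesion parts (adjusted p 0.475), 0.031 for integrin subunits (0.292), −0.0035 for extracellular matrix (0.993) and 0.11 for cell-cell adhesion (0.289). For YAP/TAZ targets the median was 0.036 (adjusted p 0.292), for SRF/MRTF targets −0.040 (0.157), for p53 targets 0.027 (0.522) and for the cell cycle 0.021 (0.867). Leaving out 1 library changed the sign of 5 of them. The extracellular matrix median was 0.022 without SCR library a, 0.0085 without SCR library b and 0.093 without siTLN1 library b, and −0.12 without siTLN1 library a. The medians were −0.022 for cell-cell adhesion without siTLN1 library a, −0.018 for YAP/TAZ targets and −0.11 for p53 targets without SCR library a, and −0.040 for the cell cycle without SCR library b. Without SCR library b the medians of SRF/MRTF targets and cell-matrix adhesion parts were −0.0019 and −0.032, and without siTLN1 library a that of integrin subunits was 0.055. The p53 median also changed sign among genes at 5 CPM or more (−0.031), and that of the extracellular matrix without a filter on low counts (0.00021). The mixed test of fry, which asks for change in either direction, gave adjusted p values from 0.0078 to 0.0159 for these 8 lists, against 0.538 for the interferon-stimulated list and 0.356 for the integrated stress response list. It does not compare a list with other genes, so a few changed genes can pass a list. The cell cycle list passed with 4 of 64 genes changed, where 6.07% of all tested genes changed. These values therefore do not show that the 8 lists changed more than other genes.

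Single genes within the lists did pass. Adjusted over the list alone, 14 of 51 extracellular matrix genes changed (8 adjusted over all genes tested), as did 10 of 51 cell-cell adhesion genes (9), 4 of 56 cell-matrix adhesion parts (4) and 3 of 16 integrin subunits (3). The counts adjusted over the list alone were 3 for YAP/TAZ targets, 1 for SRF/MRTF targets, 1 for interferon-stimulated genes, 4 for p53 targets, 4 for the integrated stress response and 4 for the cell cycle. Adjusted over all genes tested they were 3, 1, 1, 3, 3 and 4. ACTG1 (ENSG00000184009.12; chromosome 17, 81509971 to 81523847, minus strand), which encodes gamma-actin, went from 3894 ± 199 CPM (SD, n = 2) to 1537 ± 163 CPM (SD, n = 2), a log2 fold change of −1.34 with a standard error of 0.12 and an adjusted p of 3.28e-06 over all genes. Reads that ACTG1 shares with near-identical actin genes and pseudogenes could have been left uncounted, so its level is uncertain. CDH2 (N-cadherin) had a log2 fold change of −0.89 and CDH6 one of 0.61, and 8.91% of the exon bases of CDH6 are shared with another gene on the same strand. The log2 fold changes were −0.64 for CSRP1, 0.82 for ITGA10, 0.86 for ITGB8, 0.72 for LAMA2 and −1.71 for FBLN2, the last at a mean of 1.22 CPM in SCR and 0.376 CPM in siTLN1. The value of ITGB8 was 0.52 without siTLN1 library a. EDN1 (0.85) and ANKRD1 (0.68) were higher, whereas MDM2 (−0.84), CCNG1 (−0.68), TRIB3 (−0.78), ALDH1L2 (−0.42) and CCNE1 (−0.73) were lower. The 3′ UTRs of CSRP1, ITGB8, CDH2, ACTG1 and MDM2 hold GACAACA, and the coding sequences of LAMA2, CDH6 and CCNG1 hold it without a copy in the 3′ UTR. Of 4 annotated transcripts of TRIB3, 1 holds it outside the transcript chosen. Opposite-strand genes share 7.63% of the exon bases of LAMA2 and 6.83% of those of MDM2.

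**Figure D3:**
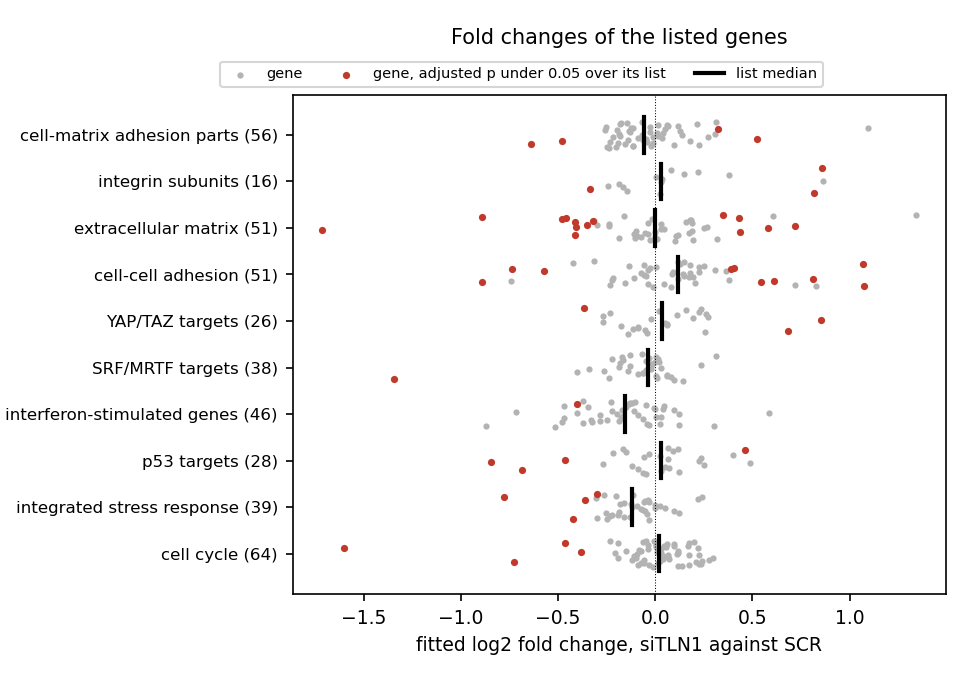
Fitted log2 fold changes (siTLN1 against SCR, horizontal axis) of the tested genes of the 10 lists, with the number of genes tested in parentheses, list medians as black bars and genes with an adjusted p under 0.05 over the list alone in red. List medians lie between −0.16 and 0.11, with red points on both sides of 0 in 6 of the lists.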

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

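TLN1 kept its direction and its side of the threshold under every alternative that could be tested, with log2 fold changes from −4.19 to −4.16, and from −4.28 to −4.07 across the 4 fits that each left out 1 library. It is outside the restriction to genes without the word GACAACA, since its coding sequence holds it. Of the 35 named genes, TLN2 alone reversed. With all 4 libraries it did so with no filter on low counts (0.0074, adjusted p 0.972, in a range of 0.83 to 0.998), and the other 397 values of named genes with all 4 libraries kept their direction and side of the threshold. TLN2 was also positive without SCR library a (0.13) and without siTLN1 library b (0.11). Fits that left out a library gave no counts of calls, because an arm then holds 1 sample, and 15 of their values for named genes moved by more than the spread between replicates while 125 did not.

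The 980 changed genes became 979 with RLE scaling, 1253 with total counts only, 998 at a mean of 10 counts, 983 with the legacy method, 1392 with the length trend removed, 847 with DESeq2, 950 with limma-voom and 966 with limma-trend on the deposited values. With no filter, 663 genes changed among 32708 tested, and the lower genes numbered 389. More genes enter that adjustment, but whether this alone lowered the count was not tested. The share of lower genes stayed between 58.7% and 64.5% under these settings. Genes changed at least 2-fold ran from 61 with DESeq2 to 146 with total counts only under these settings. They numbered 40 with glmTreat, which tests against 1.5-fold. The cause of the DESeq2 difference was not tested. Among the 10041 protein-coding genes without the word, a restriction chosen after seeing the data, 504 changed (495 of them also among the 980). Of the 504, 216 were higher, 288 were lower and 41 changed at least 2-fold. Fewer genes are tested there. In the fit of all genes, the same 10041 held 288 lower and 279 higher ones.

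The replicate numbers of the labels were checked for pairing. The differences between replicates 1 and 2 of the groups correlated across genes at 0.19, and at 0.54 for genes at 5 CPM or more. The count columns also carry numbers that recur in both groups, and of the other splits of the libraries, the one that sets these numbers against each other gave 771 genes at an unadjusted p under 0.05, against 78 for the remaining one. A shared preparation is therefore possible, but no label states one and 2 pairs are too few to establish it, so the numbers were not used as pairs elsewhere. With the replicate block, limma-trend gave 3645 changed genes (970 of them among the 980), 1709 higher, 1936 lower and 176 changed at least 2-fold. With the block and the length trend removed the counts were 3583 (980 shared), 1723, 1860 and 178. The share of lower genes was 53.1% and 51.9% in these fits. Each passed 2 lists, the integrated stress response (adjusted p 0.00419 and 0.00612) and the interferon-stimulated list (medians of −0.15 and −0.13, adjusted p 0.00268 and 0.00256), whose adjusted p over the other alternatives reached 0.809 and 0.813.

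The number of lists past the threshold was 1, and 2 with total counts only, with no filter, with limma-voom and for genes without the word. It was 0 with limma-trend without a block (smallest adjusted p 0.0988), with fry (smallest unadjusted p 0.105) and with camera at an estimated correlation (smallest adjusted p 0.809). The added list was the interferon-stimulated one, with medians of −0.157, −0.152, −0.149 and −0.180, and the lost one the integrated stress response, with medians of −0.119, −0.118 and −0.118. The cause was not tested, except that fry and the estimated correlation allow for correlation among the genes of a list. The extracellular matrix median reversed to 0.00021 with no filter and the p53 median to −0.031 for genes at 5 CPM or more, with neither past the threshold under any alternative.

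Leaving out 1 library moved each list median further than any other alternative, except for integrin subunits (0.070 with no filter). The ranges were −0.26 to 0.020 for the integrated stress response, −0.40 to 0.061 for interferon-stimulated genes, −0.12 to 0.093 for extracellular matrix, −0.022 to 0.18 for cell-cell adhesion, −0.018 to 0.063 for YAP/TAZ targets, −0.11 to 0.021 for p53 targets, −0.040 to 0.084 for the cell cycle, −0.081 to −0.0019 for SRF/MRTF targets, −0.054 to −0.032 for cell-matrix adhesion parts and 0.033 to 0.055 for integrin subunits. For TLN2 it was −0.12 to 0.13. Libraries thinned to the smallest total gave 916 changed genes, so unequal depth limits the count of calls little.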

Other observations

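The tests of the word's base composition, of its reverse complement, of genes and transcripts that lack it and of replicate differences behind the stress list were chosen only after the result each addresses was seen; the others were chosen before.

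Genes lower in siTLN1 shared a short sequence. An siRNA can also lower transcripts whose 3′ UTR pairs with bases 2 to 8 of its guide strand, and such pairing would leave 1 word of 7 bases enriched among falls. Of 16085 words tested in the 3′ UTRs of 9526 genes with TLN1 left out, GACAACA had the most negative z, −18.06, in 763 genes. The largest absolute z in 100 permutations was 5.31, and the largest z of any word that went with rises was 4.75 (TGTATGT). The next words, ACAACAA (−12.0), TGACAAC (−9.42) and AGACAAC (−8.44), overlap it. Of 500 lower genes in this test, 153 (30.6%) hold the word in the 3′ UTR, against 596 of 8778 unchanged genes (6.79%) and 14 of 248 higher genes (5.65%). The odds ratio of lower against unchanged genes was 6.05 (Fisher's exact test, two-sided, p 1.21e-52), and that of higher genes was 0.821 (p 0.607). Genes are not independent, so these p values describe the contrast across genes and do not replace replicates. The word was also picked from 16085 on the same fold changes, so its enrichment among lower genes partly restates that choice. The permutations allow for the choice, because they took the largest absolute z of any word. A candidate explanation is that the siRNA acted on transcripts with the word through its seed, besides its action on TLN1.

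The size of the fall differed between kinds of site. Mean log2 fold changes were 0.0097 for 7363 genes with no copy in 3′ UTR or coding sequence, −0.043 for 1400 genes with it in coding sequence only and −0.15 (95% bootstrap interval −0.18 to −0.13) for the 763 genes with it in the 3′ UTR. A single copy of GACAACAA, which extends the word by an A, went with −0.28 (−0.34 to −0.21; 167 genes), and a single copy without that A with −0.11 (−0.13 to −0.083; 521 genes). The 75 genes with at least 2 copies had a mean of −0.19 (−0.29 to −0.099), between these classes and with an interval that overlaps both, so an effect of copy number was not resolved. Per library, and relative to genes without a copy, the mean deviation of the 763 genes was 0.12 and 0.040 in SCR and −0.063 and −0.10 in siTLN1, so the groups did not overlap, as happens by chance in 0.333 of splits. A trend with the word wherever it lies would act in coding sequence as in 3′ UTRs, and the difference between these site classes was −0.11 (one-sided permutation test, p 0.0001, the smallest that 10000 permutations can give). That test used log2 fold changes without adjustment, so region length, GC content and expression could contribute. The 3′ UTR class also includes genes with a coding copy, and the word was chosen for its z in 3′ UTRs. The z in coding sequence was −12.5, still beyond the 4.9 of its permutations, so coding copies went with falls across genes too. The groups overlapped for those 1400 genes, with mean deviations of 0.058 and −0.0051 in SCR (libraries a and b) and 0.0050 and −0.058 in siTLN1, although siTLN1 was lower among the a libraries and among the b libraries. Base composition is argued against by 91 words of the same letters that share no run of 5 bases with it, whose z lay between −3.60 and 2.71, within the range of the permutations. The reverse complement had a z of 0.295, which argues against a feature read on either strand. No siRNA sequence was used here, so the hypothesis rests on the word alone.

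The annotated TLN1 transcript (8823 bases) holds GACAACA 1 time, in coding sequence, followed by an A. The 21 bases that end with that A are CCGTAGAGGACCTGACAACAA, at chromosome 9, 35706036 to 35706056 (GRCh38, minus strand), in exon 41 of 57. A guide with this seed could target TLN1 there, which goes with the z of −18.06, but 32.6% of all 7-base words occur in this transcript, so the match alone carries little weight. The site can be checked against the sequence of the siRNA.

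Direct pairing through this word cannot account for every change. Among protein-coding genes that lack the word in 3′ UTR and coding sequence, 504 still changed when they were fitted alone, and 216 of these were higher. In the fit of all genes, 288 lower and 279 higher protein-coding genes lacked the word. Genes of other types are not in these counts, so the remaining changed genes cannot all be taken to hold it. Genes without the word were defined by 1 transcript each, and 954 of the 10041 hold the word in some annotated transcript. Of the 980 changed genes, 261 lower and 258 higher ones were among those 10041 and lack it in every annotated transcript. Within the word test, 247 lower and 200 higher genes had neither site, so 55.3% of those changes were falls, against 66.8% of all changes in that test. The excess of falls is consistent with a part carried by genes that hold the word. After removal of the genes with the word in the 3′ UTR, the most negative z was that of ACAACAA (−6.96, against 5.01 in permutations), which overlaps it by all but 1 base. Whether the changes in genes without the word follow from talin-1 loss, from secondary effects of word-bearing targets such as EPAS1 or MYBL2, or from shorter seed matches was not tested. A second siRNA of another sequence, or rescue with an siRNA-resistant TLN1, would tell talin-1 loss apart from the others. Neither would separate secondary effects of word-bearing targets from shorter seed matches.

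The count of changed genes was not explained by depth or gene length. Libraries thinned to the smallest total gave 916 changed genes (892 of them among the 980), and removal of the length trend raised the count to 1392. Of the 3 ways to split the 4 libraries into pairs, 1, the labelled one, gave as many changed genes. The other splits gave 0 and 0, with 771 and 78 genes at an unadjusted p under 0.05 against 3196 for the labelled split. With 3 splits the share cannot fall under 0.333 whatever the data, so the share decides nothing about grouping by chance. The calls themselves argue against it for the 980 genes as a set, as far as genes vary independently. edgeR sets group differences against the spread between replicates, and it made 0 calls in simulated data with no gene changed. Genes were drawn independently there, so that result does not cover differences between libraries that many genes share. TLN1, the target named beforehand, was at 5.55% of its SCR mean in the labelled split. A difference other than the siRNA that runs with the groups is not excluded by these values. The share of counts in mitochondrial genes, for example, was 1.9% and 2.36% in SCR libraries a and b. It was 3.47% and 2.94% in siTLN1 libraries a and b, and the cause was not tested.

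Unless the replicate numbers mark a shared preparation, the fall of the integrated stress response list cannot be told apart from differences between replicates. Its median deviation was −0.074 in SCR library a and 0.18 in SCR library b, and −0.19 in siTLN1 library a and 0.034 in siTLN1 library b. The groups overlap, yet siTLN1 was lower among the a libraries and among the b libraries, as it was for the interferon-stimulated list (−0.12 and 0.31 in SCR, −0.26 and 0.093 in siTLN1). With the correlation among its genes estimated, in a fit without the replicate number, camera's adjusted p was 0.809. The range over the alternatives was 0.000606 to 0.809. The median of the integrated stress response list was 0.020 without SCR library b and −0.26 without SCR library a. Leaving out a library would also break up any pair. The fits with the replicate number as a term passed both lists. The reading depends on whether the numbers mark a shared preparation, which 2 pairs cannot show, so a response to the siRNA stays open as well.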
